A study of Mus musculus with 27 samples. Its data were reported in "Decoding YAP dependent transcription in the liver" (2022).

How the data were processed

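Livers of control (LaptTA-WT) and induced (LaptTA-tetYAP, 4 weeks) mice had been profiled by ChIP-seq and ATAC-seq, 27 samples in 15 groups, with groups taken from the sample titles. The sample counts of each group stand in the report. For YAP ChIP chromatin had been fixed with DSG and formaldehyde, and for the other antibodies with formaldehyde alone. The label of the TEAD antibody repeats the series design, so that the TEAD antibody is not known from the labels. Peak lists existed for 13 groups, 8 of narrow peaks and 5 of broad regions, and these files were the starting point. The ATAC-seq groups had no peak list and were left out.

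Per the submitters' processing notes and the study's methods, the authors masked low-quality bases, aligned single reads to mm9 with BWA 0.6.2, merged the replicates of each group, removed duplicates and called peaks on the pooled reads against an input library. Per the file headers all 8 narrow lists came from MACS 2.0.9 at a p cutoff of 1e-05 with tags of 51 bp, although the notes also name MACS 1.4, and up to 2 copies of a tag were kept. The larger of the ChIP and input libraries was scaled to the smaller. The input held 167.02 M tags for YAP in WT, for BRD4 and for HNF4a, and about as many tags as the ChIP for YAP at 4W, TEAD and RNApol2. The fragment length modelled by the caller was 53 bp for YAP in WT and 257 bp for YAP at 4W, 314 bp for TEAD, 190 and 178 bp for HNF4a in WT and at 4W, 339 and 270 bp for BRD4, and 337 bp for RNApol2.

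The deposited pileup is the height of stacked fragments at the summit after that scaling. The deposited fold enrichment is the ratio of this height to the local background of the input, as the authors' caller gave it per peak. The deposited -log10 p and -log10 q are the authors' values of each peak against the same background. For the broad lists the deposited score has no stated scale, and the p threshold was stated by the authors for H3K4me1 and H3K27ac only. All of these are the authors' values of single peaks and were used to describe, rank or filter peaks within a list, never to compare peak heights between lists.

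Peaks were read as listed, on all chromosomes, and overlap was counted from 1 bp. Positions refer to the mm9 assembly (NCBIM37) with GENCODE vM1 genes. A promoter was 2000 bp upstream to 1000 bp downstream of any annotated TSS, other peaks were intragenic or intergenic, and distal peaks were given to the gene of the nearest TSS within 50 kb. Exon and intron labels came from any annotated transcript at the summit, not only those of the named gene. A share was called higher or lower when it lay outside the central 95% of 1000 circular shifts of the first list along each chromosome. Differences between peaks with and without YAP were set against 10000 random sets of the same size, matched on deciles of listed p, or on region length for H3K122ac. Shares absent from WT were given with Wilson intervals and no test. Gene lists were set against 10000 random lists matched on the presence of H3K4me3 at the promoter. Motif cores were GGAATG for TEAD, TGASTCA for AP-1, CAAAGTYCA for HNF4a, TRTTTAC for FOXA and TTRCNNAA for C/EBP, searched on both strands in windows of 200 bp at summits and in windows 2 kb to either side, and called different when the 95% intervals did not overlap. Peaks are not replicates, and no p-value across peaks or genes was computed.

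The 12 gene lists, the motifs and, apart from those named below as added, the tests of the comparisons in the report were fixed before the data were examined; some tests of explanations in the closing section were chosen later and are named there. Of 200 list entries 199 were found in the annotation, with Msmo1 as Sc4mol and Adgre1 as Emr1, and Hmgcs1 was not found. Members with a YAP peak at the promoter or within 50 kb could be named, with examples chosen by the highest listed fold of their YAP peak, together with Tead1, Tead4, Apob, Ctgf, Cyr61, Ankrd1, Hnf4a, Alb and the 10 YAP peaks of lowest p.

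Alternatives were a p of 1e-10 or lower, a fold of at least 5, overlap of at least 0.5 of the shorter interval, summits widened by 250 bp on either side, chromosomes 1 to 19 and X, lists of equal length, unmatched random sets, random draws from the joined regions of all 4W lists in place of shifts, joined broad regions, a promoter of 1000 bp on either side of the TSS, distal peaks and windows of 400 bp. Matching on score and length, draws within 50 classes of length from the joined 4W lists, the limit to HNF4a or BRD4 peaks with TEAD and the matched tests of WT BRD4 peaks missing at 4W and of marks at TEAD peaks were added after seeing the data. Leaving out replicates was not possible, because replicates had been pooled. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0 was used, with samtools 1.23.1 for the genome and BLAST 2.17.0 for copies of summit sequence.

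The procedures were tested on simulated data. Overlap counts equalled those of bedtools 2.31.1 (83 and 83 of 5000 intervals). Circular shifts called 2 of 40 unrelated pairs of lists and 40 of 40 with planted overlap. The simulated intervals were placed evenly at random, so the rate of false calls for clustered lists was not tested. Matched sets called 13 of 200 cases without an effect beyond score and 200 of 200 planted effects, whereas unmatched sets called all 200 cases without one. Random gene lists were called in 8 of 400 cases and planted lists in 391 of 400, and the motif search found 1200 of 1200 planted sites.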

Results

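Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was collected from livers of LaptTA-WT control mice (WT) and of LaptTA-tetYAP mice in which an active form of YAP had been switched on for 4 weeks (4W). YAP is the transcriptional coactivator restrained by the Hippo pathway, and it reaches DNA through TEAD transcription factors. The series held 27 samples in 15 groups. BRD4, a reader of acetylated histones, and H3K122ac, an acetylation in the globular part of histone H3, had 3 samples per condition. HNF4a, a master regulator of hepatocyte identity, had 2 per condition. YAP had 1 sample per condition, and TEAD, RNA polymerase II (RNApol2), H3K27ac, H3K4me1 and H3K4me3 had 1 sample each, at 4W. The 4 ATAC-seq samples, 2 per condition, had no peak list and were not analysed. Replicates had been pooled before peak calling, so that each group had a single list and no value below carries an error between replicates. Shares carry 95% Wilson intervals, which cover counting error only, and ranges of shifted peaks or random sets are their central 95%.

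The YAP libraries held 10615643 tags in WT and 21797096 at 4W, the shallowest of the 8 narrow lists. Tag totals were 48758005 for TEAD and 54566817 for RNApol2. They were 51793866 in WT and 47822312 at 4W for HNF4a, and 45054612 in WT and 47871625 at 4W for BRD4. For the histone marks the depth is unknown, because the lists of broad regions give no totals. The 4W lists held 81682 TEAD peaks, 67124 RNApol2 peaks, 42581 H3K4me1 regions, 27880 H3K27ac regions and 18312 H3K4me3 regions.

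**Figure D1:**
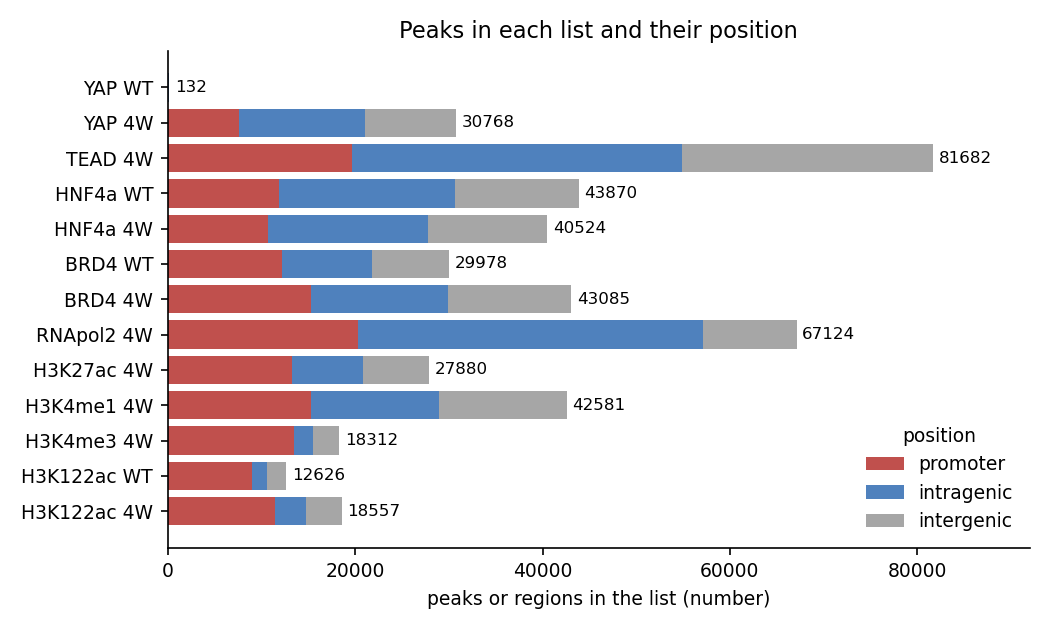
Number of peaks or regions (x axis) in each of the 13 lists (y axis), split by position into promoter, intragenic and intergenic. The YAP list held 132 peaks in WT and 30768 at 4W, the BRD4 list 29978 and 43085, the H3K122ac list 12626 and 18557, and the HNF4a list 43870 and 40524.

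The first comparison asked where YAP bound with and without its induction. In induced livers YAP occupied 30768 sites, of which 24.8% (24.3 to 25.3) lay at promoters, 43.5% inside genes and 31.7% between genes. Circular shifts of the same peaks put a mean of 7.06% and at most 7.86% at promoters, so that YAP sat at promoters 3.51 times as often as shifted peaks even though most of its sites were distal. In WT livers the list held 132 peaks, and 1 of them overlapped a YAP peak of the induced liver. Of those 132, 47 crowded at the start of the assembled sequence of chromosome 9, 26 lay on the mitochondrial genome, 24 on unplaced sequence, 6 in a short segment of chromosome 2 and 5 at the start of chromosome 18, which left 24 elsewhere. Of the 108 summits outside unplaced sequence, the mitochondrial ones included, 94 had further copies in the genome at 80% identity. The WT library had 0.487 times the tags of the induced library, and its count was 82 on chromosomes 1 to 19 and X and 85 at a listed fold of at least 5. The inputs differed too, with 167.02 M tags for WT and 21.8 M for 4W. Whether the WT library was enriched at all cannot be told from its 1 sample.

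The 10 strongest YAP peaks of the induced liver by listed p all carried TEAD, BRD4, H3K27ac and H3K4me1 at 4W, and none overlapped a BRD4 or H3K122ac peak of the WT liver. The strongest lay on chromosome 16 at 89346534 to 89348217 (mm9), an intergenic site 56.7 kb from the transcription start site (TSS) of Krtap16-7, with a listed fold of 99.1. The next was intergenic on chromosome 16 at 69790192 to 69791470, 69.6 kb from the Speer2 TSS, with a fold of 86.7. An intronic site of Phldb1 followed on chromosome 9 at 44534201 to 44535468, 0.160 kb from the TSS, with a fold of 85.1. A site inside an intron of Bcl2, the gene of an inhibitor of cell death, lay on chromosome 1 at 108525587 to 108528421 with a fold of 66.2. The remaining 6 were nearest to the TSS of Tshz1, Gm22, Gm608, Mrpl36, Apbb2 and Fam33a. Only 3 of the 10 were at a promoter (Phldb1, Gm608 and Fam33a), and 2 overlapped an HNF4a peak of the WT liver (Phldb1 and Bcl2).

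The next comparison set YAP beside its partner TEAD in induced livers. Nearly every YAP site carried TEAD: 97.8% (97.6 to 97.9) of YAP peaks overlapped a TEAD peak, against a mean of 4.48% after shifts (range 4.19 to 4.87). Shifts run along the whole chromosome, and a narrower background gave higher expected shares. When all 4W lists were joined into one set of regions, 98.8% of the 17916 regions with YAP held TEAD, against a mean of 58.2% (range 57.6 to 58.8) for regions drawn at random from that set. Regions with YAP were longer (median 7340 bp against 1112 bp), and draws matched on region length, a setting chosen after seeing the data, gave a mean of 73.6% (range 73.2 to 74.1). At promoters the share was 98.4% and at distal sites 97.6%. The reverse was less complete, since 33.9% (33.6 to 34.2) of TEAD peaks carried YAP, against a mean of 1.66% after shifts (range 1.55 to 1.80). YAP marked the strong end of the TEAD list: the share with YAP was 5.25% in the weakest quartile of TEAD p, then 13.9% and 37.4%, and 78.9% in the strongest. TEAD peaks with YAP had a median listed fold of 18.2, and those without had 6.47. The YAP library was shallower (21797096 tags against 48758005 for TEAD), so that YAP at weak TEAD sites could have gone unlisted. No TEAD list from WT livers was among the files, so that TEAD binding was not compared between conditions.

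The chromatin at YAP sites of induced livers was then described. YAP peaks lay almost always in H3K4me1, the mark of enhancers and promoter flanks (94.1%), mostly in H3K27ac, the mark of active elements (81.3%), and less often in H3K4me3, the promoter mark (34.9%). BRD4 was present at 71.6% of YAP peaks, H3K122ac at 65.1% and RNApol2 at 48.4%. Every one of these 6 shares lay above the range of 1000 shifts, whose means went from 2.81% for H3K4me3 to 14.3% for H3K4me1. Against regions of similar length drawn from the joined 4W lists, a setting chosen after seeing the data, 4 marks stayed above the range: H3K4me1 with 91.1% against a mean of 84.4%, H3K27ac with 73.0% against 63.9%, BRD4 with 74.8% against 58.1% and H3K122ac with 58.5% against 48.0%. The other 2 lay below it, H3K4me3 with 42.1% (range 42.2 to 43.1) and RNApol2 with 52.9% (range 57.6 to 58.6). Without matching on length all 6 lay above, with means from 21.1% for H3K4me3 to 52.5% for H3K4me1. Regions without YAP were in the joined set only through another 4W list, which can raise the shares of the draws. The 2 shares below the draws thus do not show that YAP sites lack H3K4me3 or RNApol2. Distal YAP sites split by HNF4a: those bound by HNF4a in WT livers carried H3K27ac in 88.8% of cases, BRD4 in 85.6% and H3K122ac in 70.6%, whereas those without HNF4a carried them in 66.7%, 50.8% and 46.1%. These differences between subsets were described and not tested.

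**Figure D2:**
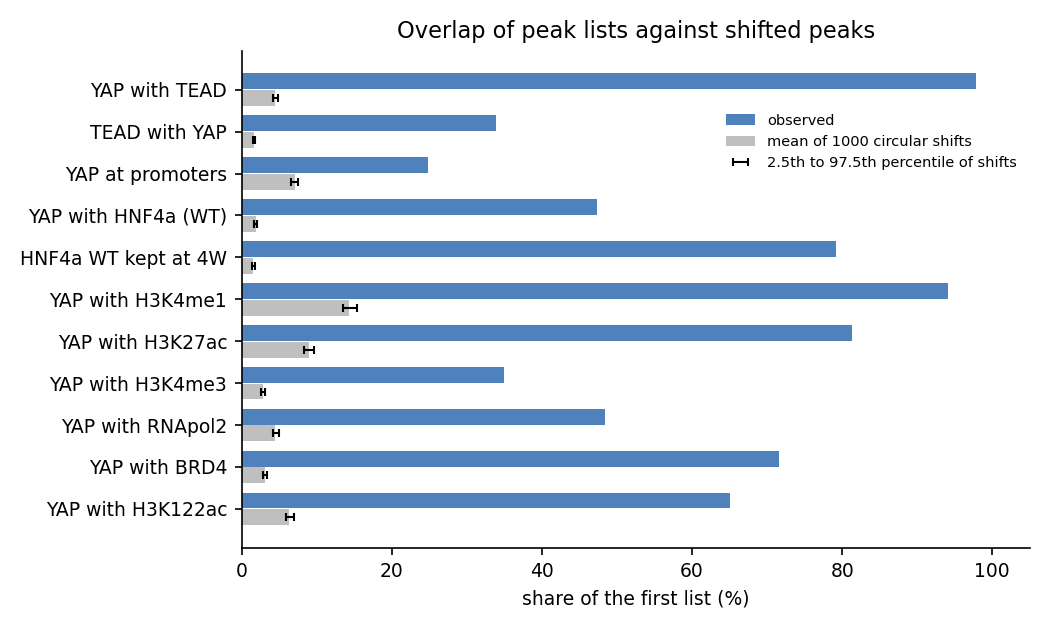
Share of the first-named list that overlaps the second (x axis, %) for 11 pairs of lists or promoters (y axis), observed in blue and as the mean of 1000 circular shifts in grey, with bars over the central 95% of the shifts. YAP with TEAD reached 97.8% against a mean of 4.48%, and the observed share lay above the range of shifts in all 11.

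Whether YAP landed on sites of HNF4a was asked next. Of the YAP peaks, 47.3% (46.8 to 47.9) overlapped an HNF4a peak of the WT liver, against a mean of 1.85% after shifts (range 1.66 to 2.06), and 48.8% overlapped an HNF4a peak of the induced liver. Among regions of the joined 4W lists 62.1% of those with YAP held HNF4a of the WT liver, against a mean of 29.2% for regions drawn at random (range 28.6 to 29.8) and of 49.5% for regions of similar length, and it lay above both ranges. At promoters 53.2% of YAP peaks coincided with HNF4a in WT, and at distal sites 45.4%. Most HNF4a peaks stayed listed. Of the WT peaks 79.2% (78.8 to 79.6) were found again at 4W, against a mean of 1.53% after shifts (range 1.39 to 1.69). A peak can lose height and still be listed, and heights were not compared between conditions. The HNF4a sites missing at 4W were the weak ones, because 43.0% of the weakest quartile by listed p were found again, then 76.1%, 97.8% and 100% of the following quartiles.

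HNF4a sites that came to carry YAP were found again more often than the rest. The share was 90.2% with YAP and 73.7% without, a difference of 16.5 percentage points. Random sets of HNF4a peaks matched on listed p gave a mean difference of 8.61 points (upper end of the range 9.22), so that the excess was larger than the strength of the YAP-bound sites gave. Sites without YAP were mixed, with 79.3% found again where TEAD was listed at 4W and 66.1% where neither was. With HNF4a peaks limited to those with TEAD, a choice made after seeing the data, the difference was 11.0 points, above matched sets (mean 5.79, range 5.14 to 6.45). In the weakest quartile 59.1% of HNF4a peaks with YAP were found again against 38.2% of those without, and the shares were 89.0% and 74.6% at promoters and 90.6% and 73.4% at distal sites. At Apob, the gene of the main protein of low-density lipoprotein, HNF4a was listed at the promoter in both conditions, and a YAP peak of fold 9.01 lay on chromosome 12 at 7984060 to 7984424. Apob had 4 distal YAP peaks as well, the strongest on chromosome 12 at 7956848 to 7957610, an intergenic site with a fold of 21.4. Away from the Apob promoter some weaker WT peaks of HNF4a had none at 4W, such as that at 8027680 to 8028138 (fold 7.57). The Hnf4a gene carried YAP within an intron at its own promoter, on chromosome 2 at 163360937 to 163361404 with a fold of 15.0, and Alb, the gene of serum albumin, carried YAP at the promoter with a fold of 8.68 and at an intergenic site on chromosome 5 at 90859820 to 90860816 with a fold of 19.7.

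**Figure D3:**
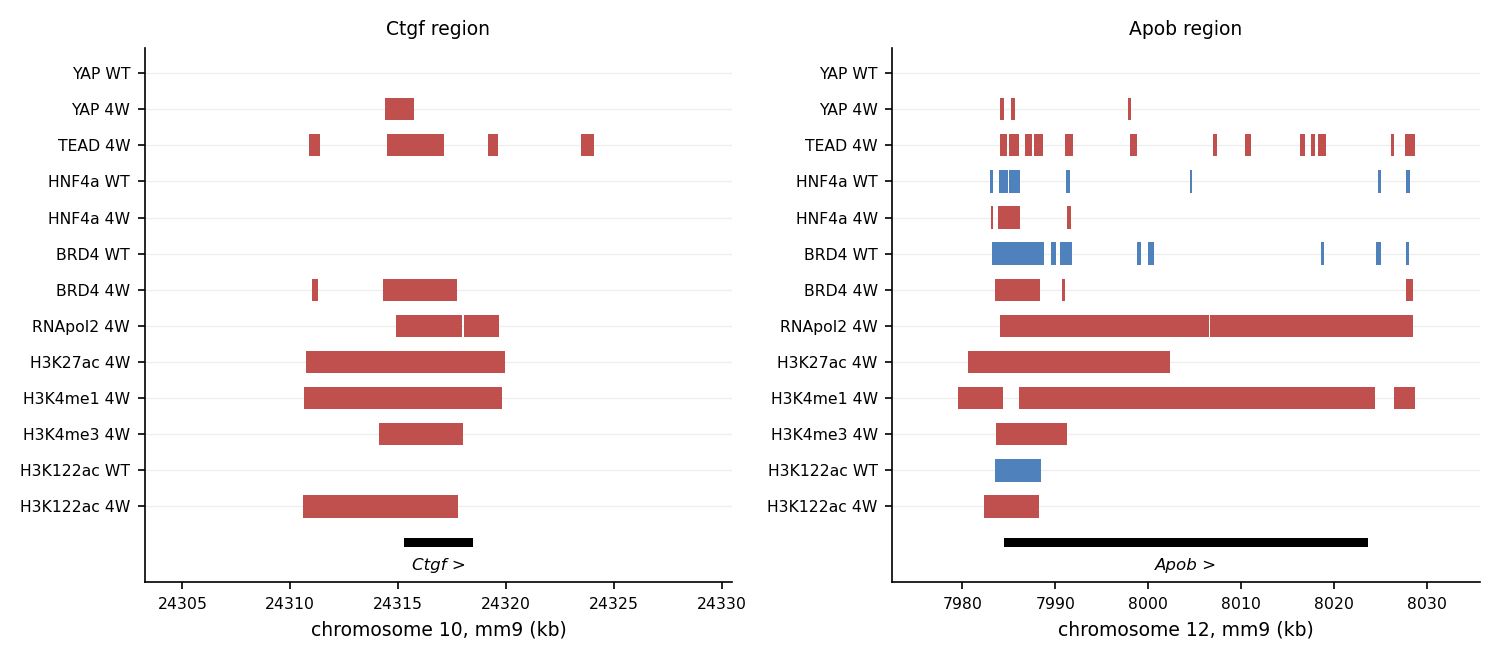
Peaks and regions of 13 lists (y axis) at Ctgf on chromosome 10 and Apob on chromosome 12 (x axis, mm9 position in kb), with WT lists in blue, 4W lists in red and the gene in black. Ctgf had YAP, TEAD and BRD4 peaks at the promoter at 4W with no BRD4 or HNF4a peak in WT, and Apob had HNF4a and BRD4 peaks at the promoter in both conditions. Some other HNF4a and BRD4 peaks of WT in the Apob region had none at 4W.

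BRD4 was compared between conditions to ask whether it moved to other sites on YAP induction. In induced livers 15640 of 43085 BRD4 peaks were absent from the WT list, a share of 36.3% (35.8 to 36.8), while 86.8% of the WT peaks were found again. The peaks found only at 4W were more often distal, with 21.9% of them at promoters against 43.4% of shared peaks, and they were weaker, with a median listed fold of 4.92 against 8.66. WT sites of BRD4 under YAP were seldom missing at 4W: 3.04% (2.76 to 3.35) of those with a YAP peak were absent, and 20.8% (20.2 to 21.4) of those without. Part of this difference of -17.8 points went with strength, since random sets matched on the listed p of the WT peak gave a mean of -8.53 points (range -9.16 to -7.90, a test chosen after seeing the data). By quartile of that p, from the weakest, the shares were 14.0% with YAP and 42.9% without, 4.68% and 19.3%, 0.540% and 3.95%, and in the strongest 2 of 4995 peaks and 5 of 2500.

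BRD4 peaks of the induced liver were absent from WT in 32.6% of cases with YAP and in 39.1% without, a difference of -6.55 percentage points. Those without YAP were mixed, at 32.7% where TEAD was listed and 52.6% where neither was. YAP sites hold strong BRD4 peaks, and strong peaks were seldom new. Random sets matched on listed p gave a mean difference of -16.6 points (range -17.4 to -15.9), so that peaks with YAP were absent from WT more often than peaks of equal strength. The sign of this call rests on the matching, since unmatched sets gave a range of -0.926 to 0.936 points, above the observed difference. The matched p was measured after induction and could itself depend on YAP, which was not tested. Within each quartile of BRD4 p the share absent from WT was higher with YAP: 72.1% against 62.4% in the weakest, 54.5% against 44.1%, 31.6% against 17.4%, and 11.3% against 3.25% in the strongest. With BRD4 peaks limited to those with TEAD, a choice made after seeing the data, the difference between peaks with and without YAP was -0.153 points, above sets matched on listed p (mean -11.8, range -12.7 to -11.0).

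BRD4 peaks found only at 4W parted by HNF4a. With YAP, 68.8% (67.6 to 69.9) of BRD4 peaks were absent from WT where HNF4a had not been bound in WT livers, and 12.8% (12.2 to 13.4) where it had. Without YAP the shares were 57.5% and 14.4%. In the strongest quartile of BRD4 p the 4 groups stood at 47.4% with YAP and no HNF4a, 3.08% with YAP and HNF4a, 8.70% with neither and 0.759% with HNF4a alone. These shares were described without a test.

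**Figure D4:**
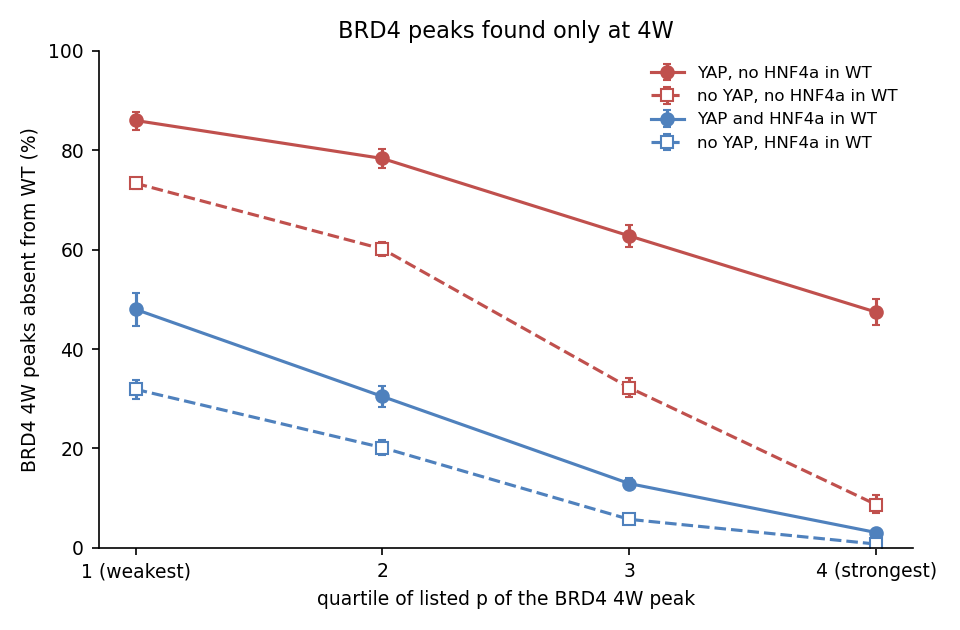
Share of BRD4 peaks of the induced liver that were absent from the WT list (y axis, %) by quartile of their listed p (x axis), with YAP (filled, solid) or without (open, dashed), and with HNF4a in WT livers (blue) or without (red); bars are 95% Wilson intervals. In the strongest quartile the share was 47.4% with YAP and no HNF4a, and 8.70% or lower in the other groups.

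H3K122ac was also listed at more regions in induced livers, without a call for YAP in the main test. Of 18557 regions of the induced liver, 36.9% (36.2 to 37.6) were absent from WT, and 95.5% of the WT regions were found again. Regions found only at 4W lay at promoters in 39.3% of cases (2692 of 6842), against 8787 of the 11715 shared regions. The share absent from WT was 35.1% with YAP, and the difference to regions without YAP was -4.37 percentage points, inside the range of sets matched on region length (-5.54 to -2.91). With the lists shortened to equal length by score the share absent from WT was 19.7%. The call on YAP depended on the setting, since the difference lay above the matched sets with YAP peaks of p 1e-10 or lower (-2.27 points, range -5.60 to -3.03) or with matching on score and length (range -11.2 to -9.12, a setting chosen after seeing the data), and below unmatched sets (range -1.45 to 1.43).

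Gene groups fixed before the data were examined were searched for YAP at the promoter (2000 bp upstream to 1000 bp downstream of a TSS). Of 22226 genes, 5583 (25.1%) had such a peak. Each of 12 lists was set beside 10000 random lists of equal size matched on H3K4me3 at the promoter, with no correction for the number of lists. The lists were also counted for the other factors, for peaks in 1 condition alone and with distal peaks, likewise uncorrected. Among so many counts, some just past their range are expected by chance. The list of hepatocyte identity genes and HNF4a targets was the group most often bound. Random lists were not matched on HNF4a, and of all genes with HNF4a at the promoter in both conditions 55.2% had YAP there. In the hepatocyte list 24 of 32 members carried YAP at the promoter, against a random mean of 12.2 (range 7 to 18). By fold the highest sites of this group were at Cps1, the entry enzyme of the urea cycle (intergenic, 30.3 kb from the TSS, chromosome 1 at 67138530 to 67139762), Pck1, the gluconeogenic enzyme (27.2, intergenic), Cyp8b1, an enzyme of bile acid synthesis (23.0, promoter, chromosome 9 at 121825214 to 121825866), and Cebpa, a hepatocyte transcription factor (21.6, intergenic).

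Known YAP/TEAD targets carried YAP at 13 of 22 promoters, a count at the edge of the random range (mean 8.27, range 4 to 13), and 309 of the 10000 random lists had as many. It passed with promoters of 1000 bp on either side of the TSS (range 4 to 12), and 18 of 22 had a promoter or distal YAP peak within 50 kb (range 8 to 17). Over all YAP peaks of the induced liver the median listed fold was 8.35. Ctgf, the connective tissue growth factor gene, had a peak of fold 38.2 with its summit in an exon on chromosome 10 at 24314405 to 24315727, Cyr61 had a promoter peak of 37.4 on chromosome 3 at 145312834 to 145313893, and Amotl2, which encodes a partner of YAP, had a peak of 36.7 in an untranslated exon on chromosome 9 at 102619744 to 102621152. Ccdc80 had an intergenic peak of 40.7 at 13.8 kb from its TSS, and Ankrd1 had a promoter peak of 11.7 and a distal one of 22.7.

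Components of the Hippo pathway itself were bound likewise, at 13 of 21 promoters (mean 8.27, range 4 to 13). The list passed with the narrower promoter (13 of 21, range 4 to 12) and with distal peaks (18 of 21, range 8 to 17). Vgll4, which competes with YAP for TEAD, had an intronic peak of fold 48.0 on chromosome 6 at 114891135 to 114892139, Wwc2 a promoter peak of 47.3, Wwc1 an intronic peak of 42.4 and Lats2, the kinase that inhibits YAP, a promoter peak of 36.1. Lats2 belonged to both lists. Among the TEAD genes, Tead4 had a promoter peak of 23.3 on chromosome 6 at 128249846 to 128250727, and Tead1 had 5 promoter peaks, the strongest of 11.4, and an intronic peak of 28.3.

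Biliary, progenitor and fetal genes had YAP at 6 of 16 promoters (mean 4.82, range 2 to 8), among them Spp1 (13.4) and the fetal serum protein gene Afp (12.7). With distal peaks 12 of 16 were bound (range 4 to 11). The highest fold was 16.7, at an intergenic peak near Dlk1 and an intronic one 44.4 kb from the Prom1 TSS. Cell cycle genes had YAP at 10 of 20 promoters (mean 7.86, range 4 to 12). Ccnd1, the cyclin D1 gene, had a promoter peak of 33.1 and a distal peak of 40.9, 10.6 kb from its TSS (chromosome 7 at 152113144 to 152114169). Mki67 (23.7) and E2f1 (22.4) had distal peaks. Inflammatory genes had YAP at 7 of 20 (mean 7.48, range 3 to 12), with distal peaks near Csf1 (32.1) and Ccl2 (25.1), which encode factors for macrophages and monocytes, and a promoter peak at Atf3 (24.7).

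Cholesterol synthesis genes had YAP at 9 of 17 promoters (mean 6.68, range 3 to 11), with Ldlr, the receptor of low-density lipoprotein, at 21.0, and distal peaks at Hmgcr, the rate-limiting enzyme (25.1), and Insig1 (24.6). Genes of fatty acid and amino acid metabolism had YAP at 11 of 17 (mean 6.68, range 3 to 11), with Acadm at 21.4. This group passed with the narrower promoter (range 3 to 10) and with distal peaks, where 16 of 17 were bound (range 6 to 14). Markers of other liver cells were seldom bound at promoters: 1 of 9 endothelial genes (Stab2, 19.7), 0 of 8 macrophage genes, 1 of 8 lymphocyte genes (Cd4, 6.74) and 1 of 9 stellate and fibroblast genes (Col1a1, 6.68), all inside their random ranges. With distal peaks 1 macrophage gene, Csf1r, was bound, below the range of 2 to 7.

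**Figure D5:**
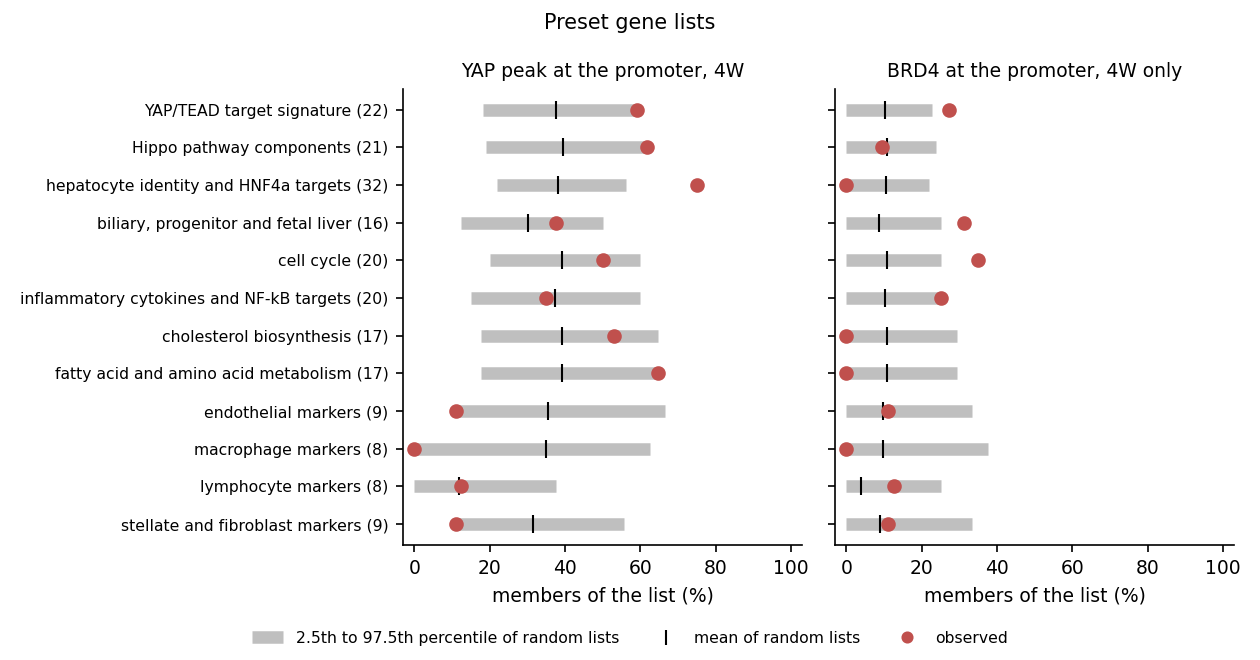
Share of members (x axis, %) of 12 preset gene lists (y axis, members in brackets) with a YAP peak at the promoter at 4W (left) or with BRD4 at the promoter at 4W and not in WT (right); red points are observed, black ticks and grey bars are the mean and the central 95% of 10000 random lists. On the left the hepatocyte list stands above its bar with 24 of 32, and on the right the YAP/TEAD, biliary and cell cycle lists stand above theirs with 6 of 22, 5 of 16 and 7 of 20, of which only the cell cycle list did so with distal peaks included. Random lists were not matched on BRD4 in WT.

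Promoters with BRD4 in induced livers alone held more members of the YAP/TEAD, the biliary, progenitor and fetal, and the cell cycle lists than random lists did. Counts for 1 condition alone were not in the plan and were not corrected for their number. Random lists were matched on H3K4me3 alone, and genes with BRD4 in WT could not be new at 4W. Of 22226 genes 1609 had BRD4 at the promoter at 4W and not in WT. They included 6 of 22 YAP/TEAD targets (mean 2.27, range 0 to 5), namely Ctgf, Ankrd1, Crim1, Arhgef17, Myof and Tgfb2. They also included 5 of 16 biliary, progenitor and fetal genes (mean 1.37, range 0 to 4), namely Spp1, Afp, Itga6, Prom1 and Sox4, and 7 of 20 cell cycle genes (mean 2.16, range 0 to 5), with Ccnb1, Ccne1, E2f1, Mcm2 and Mcm5 among them. With distal peaks of both conditions included, where a gene counts only if WT had no BRD4 peak at its promoter or nearest to its TSS within 50 kb, the call ended for YAP/TEAD targets (5 of 22, range 0 to 5) and for the biliary group (1 of 16, range 0 to 4) and held for cell cycle genes (6 of 20, range 0 to 5). In WT livers BRD4 was listed at fewer promoters than in random lists for YAP/TEAD targets (10 of 22, range 11 to 19) and for the biliary group (3 of 16, range 5 to 12), and for cell cycle genes the count was at the low edge (10 of 20, range 10 to 18). At 4W the counts lay inside their ranges, with 15 of 22 YAP/TEAD targets (13 to 20), 8 of 16 biliary, progenitor and fetal genes (7 to 12) and 17 of 20 cell cycle genes (13 to 19). Lists with few WT promoters had more left to gain, so that the excess of new promoters is not separate from the low WT counts. Hepatocyte genes had BRD4 at all 32 promoters in WT (range 17 to 27), so that none could be new at 4W.

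Among the remaining groups, BRD4 was new at 5 of 20 inflammatory promoters (mean 2.06, range 0 to 5), a count at the edge of the range. These were Ccl2 and Vcam1 and, named after their values were seen, Relb, Tgfb1 and Tnf. Markers of other cell types had new BRD4 promoter peaks at 1 of 9 endothelial, 0 of 8 macrophage, 1 of 8 lymphocyte and 1 of 9 stellate genes (Pecam1, Ptprc and Col3a1, with Pecam1 and Col3a1 named after their values were seen), all inside their ranges. New H3K122ac promoter regions fell at 7 of 16 biliary, progenitor and fetal genes (mean 1.96, range 0 to 5), with Spp1, Itga6, Prom1, Sox4 and Cd44 among them. Random lists were not matched on H3K122ac in WT, and genes that had it there could not gain it.

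HNF4a promoter peaks were compared between conditions in the same groups. The hepatocyte list, which was drawn up to include HNF4a targets, had HNF4a at 31 of 32 promoters in WT (range 12 to 23). At 4W the count was 31 of 32 (range 11 to 21.0), and no member had it in WT alone. Its high counts are not an independent result, given how the list was chosen. Fatty acid and amino acid genes had it at 17 of 17 in WT and 16 of 17 at 4W, with Asl as the missing gene. Cholesterol synthesis genes had it at 16 of 17 in WT (range 6 to 13) and 10 of 17 at 4W (range 5 to 13). Random lists were not matched on HNF4a, and genes without HNF4a in WT could not lose it. At 6 of the 17 cholesterol genes HNF4a was listed in WT alone, against a random mean of 1.32 (range 0 to 4). These were Srebf2, Sqle, Fdps and Mvd, and, named after their values were seen, Cyp51 and Nsdhl. The median -log10 p of these 6 WT peaks was 10.5, against 59.8 at the 10 promoters that kept HNF4a, and the 6 lay inside the range of random lists matched on the strength of the WT peak (mean 3.37, range 1 to 6).

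The last comparison searched sequence under the summits. TEAD motifs (GGAATG) were found in 33.2% (32.7 to 33.8) of 200 bp windows at YAP summits and in 10.6% of windows 2 kb away. The share rose with YAP strength, from 21.9% in the weakest quartile of p to 48.7% in the strongest. It was 31.5% at TEAD summits against 10.5% in their flanks. Distal YAP sites with HNF4a in WT livers had the motif in 26.8% of windows, and those without HNF4a in 40.7%. YAP sites also held motifs of C/EBP (24.3% against 16.6%), FOXA (10.3% against 6.29%), AP-1 (5.12% against 3.52%) and HNF4a (2.46% against 0.648%) more often than their flanks. HNF4a summits of WT livers had the HNF4a motif in 8.30% of windows against 0.611%, and the TEAD motif in 10.6% against 10.3%, which did not differ in 200 bp windows but was higher than the flanks in 400 bp windows (20.4% against 19.6%). In the WT YAP list the TEAD motif stood at 3.66% (1.25 to 10.2) of 82 windows against 4.27% of flanks.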

Values the study reported

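The study reported about 30 000 YAP peaks in livers with induced YAP and few in wild-type livers. For TEAD it gave about 30 000 peaks in wild-type livers and 80 000 after induction. In its expression data 2538 genes rose and 1851 fell on induction. Of the promoters of the genes that fell, 37% were close to an enhancer that carried YAP together with HNF4a. At those enhancers the study reported less HNF4a, RNApol2 and H3K27ac after induction. Of embryonic enhancers, it described 30% as taken up again by YAP.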

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

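Of 157 alternative values, 134 kept their direction and their side of the test, or for untested values stayed within their interval or, for counts, within 1.5 times. Matching on score and length, matching on region length in the joined 4W lists and the limit to HNF4a or BRD4 peaks with TEAD were chosen after seeing the data, all other settings before. YAP with TEAD stayed between 87.6% and 98.8%, YAP with HNF4a between 42.6% and 62.1%, HNF4a peaks found again between 76.1% and 83.1%, and the excess of HNF4a peaks found again under YAP between 11.0 and 17.3 points, past the test in every run. With regions of similar length drawn from the joined 4W lists, H3K4me3 (42.1%) and RNApol2 (52.9%) at YAP lay below the draws. Regions without YAP entered that set only through another 4W list, so this does not show a lack of either at YAP sites. The YAP count in WT was 82 on chromosomes 1 to 19 and X and 85 at a fold of at least 5. BRD4 peaks absent from WT made up 35.4% at p 1e-10, 37.0% with overlap of 0.5 of the shorter interval, 45.1% for widened summits, 37.5% at a fold of at least 5 and 24.7% with lists of equal length, and H3K122ac regions absent from WT 19.7% with lists of equal length. Random sets not matched turned the call on BRD4 under YAP (-6.55 points), which stems from leaving out the strength of the 4W peaks. That strength was measured after induction. The H3K122ac difference under YAP lay above the random sets at p 1e-10 (-2.27 points) and with matching on score and length (-4.37), and below them unmatched (-4.37); the cause was not tested. Gene lists that passed only in an alternative were YAP/TEAD targets (13 with the narrower promoter, 18 with distal peaks), Hippo components (13 and 18), fatty acid and amino acid genes (11 and 16), biliary genes (12 with distal peaks) and, below the range, macrophage genes (1 with distal peaks). In 400 bp windows the TEAD motif at HNF4a summits of WT livers reached 20.4%, above its flanks. No paired analysis was possible because each group has a single list from pooled replicates, which also rules out leaving out a replicate; p and fold filters could not be applied to the broad lists, which give neither. The WT YAP list had the lowest tag total of the narrow lists, and the depth of the broad lists is unknown.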

Other observations

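Of the tests below, those on marks at TEAD sites matched on strength, on exact repeats, on diverged repeats, on failed enrichment and on other cell types were chosen after the result was seen. Distal TEAD peaks with YAP in induced livers carried H3K27ac in 75.6% of 20604 cases, BRD4 in 66.7%, H3K122ac in 55.4% and RNApol2 in 38.6%. Distal TEAD peaks without YAP numbered 41449 and carried H3K27ac in 44.5% of cases, H3K122ac in 30.8%, RNApol2 in 19.8% and BRD4 at 11176 sites. H3K4me1 was common to both, at 93.3% and 70.7%. A TEAD peak without YAP is one without a listed YAP peak, and the YAP library was the shallower. TEAD peaks with YAP were also the stronger ones (median listed fold 18.2 against 6.47), and random sets matched on TEAD p held part of each difference: the means were 18.2 points of 31.1 for H3K27ac, 24.8 of 39.7 for BRD4, 13.7 of 24.6 for H3K122ac, 12.0 of 18.9 for RNApol2 and 13.1 of 22.6 for H3K4me1, with each observed difference above its range. The TEAD motif was found under 39.1% of the former summits and 30.9% of the latter, against 10.6% and 10.8% in their flanks.

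HNF4a was listed only at 4W at 5128 sites, 12.7% of its list, and 40.3% of these had YAP, close to the 37.5% of shared HNF4a peaks. Among HNF4a peaks with YAP, the TEAD motif stood under 34.8% (32.8 to 36.9) of the 2067 summits listed only at 4W and 2388 of the 13258 shared ones (17.4 to 18.7%), against 11.4% and 10.5% in their flanks. The former share is close to the 33.2% of all YAP summits. WT sites of HNF4a without YAP at 4W had the TEAD motif less often than their flanks, 7.10% against 10.3%. New BRD4 promoter peaks had YAP in 29.2% of 1609 genes, against 4910 of the 9823 genes with BRD4 in both conditions. Of all genes 25.1% had YAP at the promoter. This contrast was not matched on the strength of BRD4 peaks, which over the whole list was lower for those found only at 4W.

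At YAP sites BRD4 peaks were absent from WT far more often where HNF4a had not been bound in WT livers (68.8% against 12.8%), and at sites without YAP the shares were 57.5% and 14.4%. Weak or short BRD4 peaks would remove the gap among strong or equally long peaks, yet it was 49.6 points with summits widened to 500 bp, 44.3 points in the strongest quartile of BRD4 p (7.95 without YAP) and 49.8 points in the third (26.5 without), whereas in the weakest quartile it was smaller with YAP than without (41.4). Without YAP both shares in the strongest quartile were low (8.70% and 0.759%), which left little room for a gap in points. The gap among distal peaks was 61.9 points (49.4 without YAP), which speaks against a difference in promoter share. Other cell types in the induced liver stay open: 3 of 34 of their marker genes had new BRD4 promoter peaks, against a random mean of 2.75 (range 0 to 6), and these few promoters say little about distal sites. No biological explanation was tested.

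HNF4a was listed in WT alone at 6 of 17 promoters of cholesterol synthesis genes. Weak HNF4a peaks are a candidate explanation: random lists matched on the strength of the WT peak lost HNF4a at a mean of 3.37 genes (range 1 to 6), which includes the 6. The shorter HNF4a list at 4W stays open as well. With both lists at equal length 4 genes were still in WT alone, against a random mean of 0.908 (range 0 to 3). Those random lists were matched on H3K4me3 alone, and genes without HNF4a in WT could not lose it. Only 36.1% of all genes had HNF4a at the promoter in WT, so that this baseline cannot decide. YAP lay at the promoter of 2 of the 6 genes and of 6 of the 10 that kept HNF4a. No biological explanation was tested.

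The WT YAP list held 132 peaks and shared 1 with the induced liver. Diverged repeats could account for many of its peaks. Of the summits outside unplaced sequence 87.0% (94 of 108) had further copies in the genome at 80% identity, against 3.03% of 132 summits drawn from the induced list. The 108 include 26 on the mitochondrial genome, which count in the next share too. Peaks on mitochondrial or unplaced sequence or with an exactly repeated summit tag made up 39.4%, too few for the whole list. Depth alone does not explain its length, as 23458 of the 30768 induced peaks would keep their p cutoff with the pileup scaled to the WT depth, and 3138 with the short WT fragment as well. This scaling kept the background of the induced list, and the different input of the WT list was not tested. Failed enrichment in the WT library stays open, since the 1 shared peak would be expected from it and also from livers in which YAP is barely bound. Absence of YAP from WT chromatin and an unsuccessful WT library cannot be told apart here, as there was 1 WT sample.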
